A study of Homo sapiens with 80 samples. Its data were reported in "Altered chromatin landscape and enhancer engagement underlie transcriptional dysregulation in MED12 mutant uterine leiomyomas" (2020).

How the data were processed

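Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out by the authors in leiomyoma (uterine fibroid) tissue carrying MED12 mutations and in matched myometrium, the normal muscle of the uterus, from 5 patients. Antibodies against H3K27Ac (acetylated lysine 27 of histone H3, a mark of active promoters and enhancers), RNA polymerase II (RNAPII), the AP-1 subunits FOS and JUN, and the Mediator kinase module subunits CDK8 and MED12 were used. The series holds 80 samples in 16 groups of 5. Of these, 60 have a peak list and 20 are input libraries, for which no processed file was used here.

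Per the methods, the authors trimmed adapters, aligned reads to GRCh38 with bowtie keeping uniquely aligned reads, and called peaks with HOMER in each library separately, with a histone setting for H3K27Ac and the co-factors and a factor setting for FOS and JUN. The setting used for RNAPII is not given in the sources used here. The peak lists give positions, and the score column the authors deposited holds the same value in every row, so no peak could be ranked. FOS and JUN peaks have one width in nearly all rows of a list, and that width differs between libraries. The 4 tables are DiffBind comparisons of leiomyoma with myometrium for H3K27Ac, FOS, JUN and the CDK8 submodule (CDK8 and MED12 together). In the tables the authors deposited, read concentrations and fold changes are log2 values, and the p-value and FDR of each site are the authors' own. The authors regard input reads as a biased background after digestion with MNase. The DiffBind version, its normalization, and whether the fit had a block or used inputs are not given in the sources used here.

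No file used here holds values per library other than peak positions. A refit of the differential sites with libraries as replicates, fixed as a result before the data were examined, therefore could not be made. These files give no number of reads per library. The paper states that its supplementary materials give the sequencing depth, and those values were not used here. Depth was not used, so no counting interval is given, and differences in depth between libraries were not corrected.

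Peak coordinates were compared with GRCh38, and no interval ended past the chromosome of the same name. Peaks on unplaced contigs or the mitochondrial genome were left out where intervals were joined or annotated, and were counted in peak numbers and widths. Annotation was GENCODE release 44, which is later than the release the authors used. Promoters ran from 1000 bases upstream to 100 bases downstream of any annotated transcription start, and a site that overlapped one by 1 base was a promoter site. Remaining sites were classed as exon, intron or intergenic, in that order.

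Peak numbers, promoter shares and overlaps were compared between tissues by two-sided exact permutation tests over the 252 assignments of 5 against 5 libraries, with Benjamini-Hochberg adjustment within each family. The smallest p that this test can give is 0.00794. For peak presence, the peaks of the 10 libraries of an antibody were merged, sites with a peak in at least 2 libraries were kept, and each site was tested by Fisher's exact test (two-sided). The Jaccard index (shared bases over all covered bases) was compared within and between tissues over the 126 splits of the libraries. Differential sites were taken from the authors' deposited tables at an FDR under 0.05 and an absolute log2 fold change above 1. Sites of different tables were joined when they overlapped by 1 base, each to the site with the largest overlap. The AP-1 motif was TGASTCA, where S is C or G.

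Genes and sites named in the text followed a rule fixed before the data were examined. The rule took 13 genes that the study discusses as examples, and from each table the 3 sites with the largest log2 fold change in each direction whose peak presence differed the same way. The study drew those examples from these same data, so changes at the 13 genes are no independent check. Other choices are marked as made later.

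Equal replicate numbers stand for tissue from the same patient, ranked by the patient named in the labels. FOS lists of one patient's tissues had a mean Jaccard index of 0.162 against 0.114 for different patients (exact permutation over 120 pairings, p = 0.00833, adjusted 0.025 over 6 antibodies). RNAPII lists had 0.404 against 0.382 (exact permutation p = 0.00833, adjusted 0.025). The excess was positive for the other 4 antibodies as well, at an exact permutation p of 0.0417 for CDK8, 0.05 for JUN, 0.0667 for H3K27Ac and 0.0917 for MED12, none under 0.05 after adjustment. The methods state no block for the differential fit, so unpaired tests are reported and paired forms were alternatives. The authors state that the patients' tissues were handled in several batches. Which patients shared a batch is not given in the sources used here, so no comparison was made within batches. The paired form was an exact sign-flip test, whose smallest p with 5 pairs is 0.0625, so this test could not pass 0.05 even where all pairs went one way.

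The motif search, the test of similarity and the presence test were tested on simulated data, the last with 200 changed sites. The changed sites were given a peak in nearly every library of a tissue and in almost none of the other. At that setting, over 68714 H3K27Ac sites, the presence test recovered 92% of the changed sites. It called 0.903% of the unchanged sites. The authors' gained H3K27Ac sites differed less, with peaks at 77.2% in leiomyoma and 35.0% in myometrium. The 92% is therefore not the share of real differences that the test finds. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0 were used. Alternatives covered the block, each library left out in turn, covered length, the definition of a shared site, equal list sizes, FDR and fold limits, centring, promoter definitions, motif definitions and matching on width and GC content.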

Results

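ChIP-seq peak lists were compared between leiomyoma and matched myometrium for 6 antibodies, with 5 libraries per tissue and antibody. The comparisons address how enhancer acetylation, AP-1 binding and Mediator kinase module occupancy differ between the tissues. The lists and tables used here give no read depth, and depth was not used.

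The number of peaks per library was compared first. H3K27Ac had 53215 ± 8299 peaks in myometrium and 51961 ± 7854 in leiomyoma (SD, n = 5 each; exact permutation test, p = 0.817). RNAPII had 31577 ± 3749 and 31918 ± 5683 peaks (SD, n = 5 each; exact permutation p = 0.937). FOS had 22154 ± 8958 peaks in myometrium and 16183 ± 2249 in leiomyoma (SD, n = 5 each; exact permutation p = 0.183, adjusted 0.548 over 6 antibodies). JUN had 16145 ± 2253 and 12496 ± 4005 (SD, n = 5 each, exact permutation p = 0.103, adjusted 0.548). CDK8 had 40010 ± 4277 and 36531 ± 11358, and MED12 had 43579 ± 7288 and 41231 ± 10553 (SD, n = 5 each; exact permutation p = 0.516 and 0.690). No antibody differed at an exact permutation p under 0.05. The FOS difference of -5971 peaks exceeded the SD in leiomyoma but not that in myometrium. The JUN difference of -3649 peaks exceeded the SD in myometrium but not that in leiomyoma. The alternative that moved this family most left out leiomyoma replicate 2 for CDK8, where the difference went from -3479 to -7277 peaks (exact permutation p = 0.198). Leaving out myometrium replicate 1 for FOS gave -8836 peaks and was the one case that passed (exact permutation p = 0.0317, unadjusted). The H3K27Ac difference changed direction without myometrium replicate 3 or leiomyoma replicate 4 or 5, that of RNAPII without replicate 1 of either tissue, myometrium replicate 3 or leiomyoma replicate 2, and that of MED12 without myometrium replicate 3 or leiomyoma replicate 5.

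**Figure D1:**
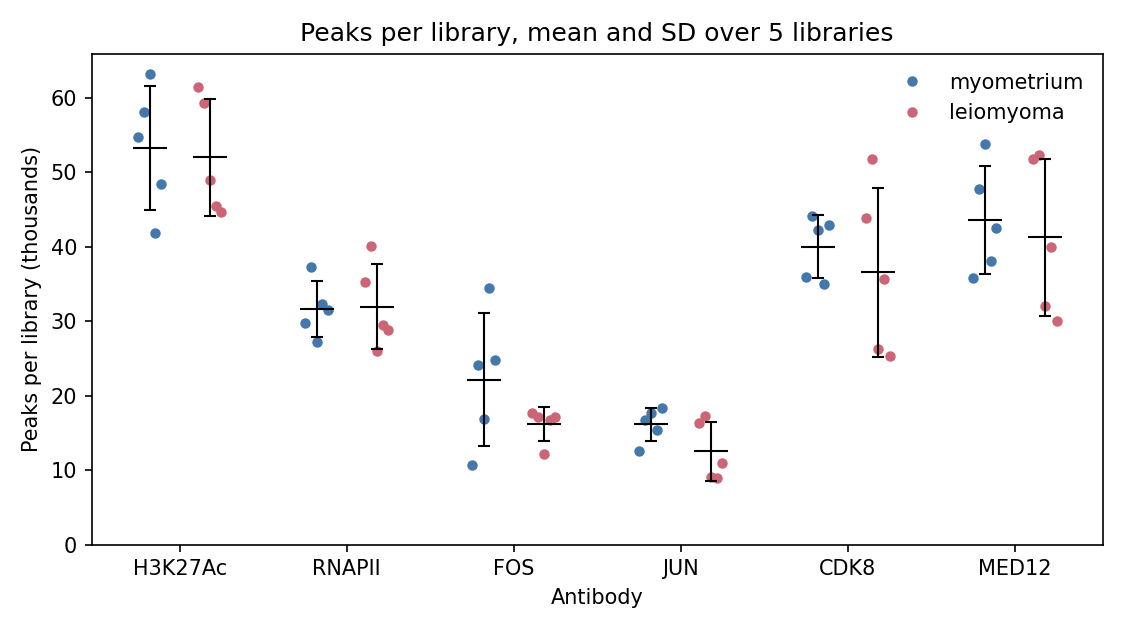
Number of peaks per library (vertical axis) for each antibody (horizontal axis). Points are single libraries of myometrium (blue) and leiomyoma (red), and bars are the mean and SD over 5 libraries. The tissues overlap for every antibody.

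Whether libraries group by tissue was examined with the Jaccard index. For H3K27Ac the mean index was 0.488 within a tissue and 0.420 between tissues (exact permutation over all splits of the 10 libraries into equal groups, p = 0.00794, the smallest these splits can give). The same p was reached for RNAPII (0.426 against 0.387), CDK8 (0.261 against 0.228) and MED12 (0.262 against 0.226). JUN lists had 0.121 within and 0.101 between tissues (exact permutation p = 0.0397, adjusted 0.0476). FOS lists had 0.138 and 0.124, a difference that did not pass the test (exact permutation p = 0.143). Counting overlapping peaks in place of bases gave an exact permutation p of 0.0317 for FOS. The mean between tissues includes the pairs of one patient. With those pairs left out, a choice made after seeing the data, FOS lists had 0.138 within and 0.114 between tissues (exact permutation p = 0.0317, adjusted 0.0381), and the other 5 antibodies passed as before.

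Site by site, peak presence was tested by Fisher's exact test. Of 68714 H3K27Ac sites, 1571 were present more often in leiomyoma and 2191 more often in myometrium at an unadjusted p under 0.05. The counts were 755 and 584 of 47558 for RNAPII, 149 and 1048 of 40818 for FOS, and 58 and 957 of 29937 for JUN. They were 652 and 1303 of 61840 for CDK8 and 947 and 1599 of 71403 for MED12. With Benjamini-Hochberg adjustment of Fisher's exact test, 0 sites passed for any antibody. The smallest p this test can give is 0.00794, so 15.9% of the sites would have had to reach it, and the highest share that did was 1.13%, for H3K27Ac. The adjusted count was therefore nearly fixed by the number of libraries. When the same number of peaks was drawn from every library, the FOS counts became 155 and 152 of 24540 sites and the JUN counts 64 and 152 of 19403. Peaks were drawn at random down to the shortest list. For FOS that list held 10696 peaks, against 16800 to 34417 in the other myometrium lists. The draw therefore also removed peaks from sites that may truly differ. The lower counts do not decide whether list length made the difference.

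Differential sites were then read from the authors' deposited tables. In the authors' deposited table for H3K27Ac, 16752 of 54488 sites (30.7%) passed an FDR under 0.05 and an absolute log2 fold change above 1, with 8399 higher and 8353 lower in leiomyoma. In the authors' deposited table for FOS, 2993 of 25736 sites passed, of which 2573 (86.0%) were lower in leiomyoma. In the authors' deposited table for JUN, 2919 of 18283 sites passed, of which 2773 (95.0%) were lower. In the authors' deposited table for the CDK8 submodule, 5409 of 30697 sites passed, with 2519 higher and 2890 lower. The median log2 fold change over all sites in the authors' deposited tables was -0.37 for FOS and -0.47 for JUN, against -0.09 for H3K27Ac and -0.06 for the CDK8 submodule. Centred on these medians with the authors' FDR kept, the authors' deposited table for JUN gave 1662 lower sites, or 91.8% of those passing. That FDR was computed without centring. With no FDR limit, 271 centred JUN sites lay below -2 and 132 above 2 in the authors' deposited table, against 397 and 270 for FOS.

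**Figure D2:**
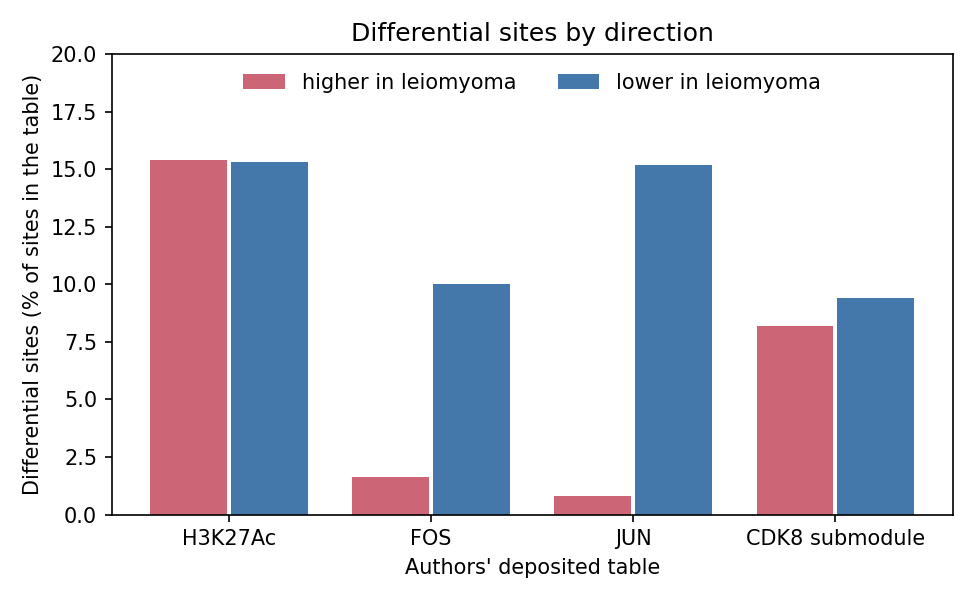
Differential sites as a percentage of all sites in each of the authors' deposited tables (vertical axis), higher (red) and lower (blue) in leiomyoma. FOS and JUN sites were mostly lower, while H3K27Ac sites were split evenly.

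At these sites the peak lists moved the same way. H3K27Ac peaks were present at 77.2% ± 6.83 of gained sites in leiomyoma and 35.0% ± 7.49 in myometrium (SD, n = 5). At lost FOS sites, FOS peaks were present at 20.2% ± 5.30 in leiomyoma and 74.3% ± 22.4 in myometrium (SD, n = 5). At lost JUN sites the shares of JUN were 21.2% ± 6.90 and 74.9% ± 9.40 (SD, n = 5). These sites were called on the same libraries, so the shares describe the calls and are not independent evidence.

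Where the changes lie was examined by annotation. Promoters held 22.2% of the differential H3K27Ac sites and 38.8% of the others (Fisher's exact test across sites, odds ratio 0.448). Sites are not independent replicates. With the midpoint of the site in place of a 1-base overlap the shares were 8.43% and 20.8%. Among peaks of single libraries, the promoter share did not differ between tissues for any antibody. H3K27Ac and MED12 came nearest, both with an exact permutation p of 0.0714. The H3K27Ac difference was -1.58 percentage points, and its exact permutation p was 0.0317 without myometrium replicate 3 and 0.0397 without leiomyoma replicate 5, both unadjusted. MED12 had 25.3% ± 3.35 in myometrium and 19.4% ± 5.14 in leiomyoma (SD, n = 5 each, adjusted exact permutation p = 0.214), and was higher in leiomyoma in 0 of 5 pairs. Without leiomyoma replicate 2 the MED12 difference was -7.47 percentage points (exact permutation p = 0.0238, unadjusted).

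Fold changes in the authors' deposited tables were related across shared sites. Across 21438 shared sites, the log2 fold changes of FOS and H3K27Ac in the authors' deposited tables had a Pearson's r of 0.62 and a Spearman's rho of 0.57. For JUN and H3K27Ac these were 0.65 and 0.62 in the authors' deposited tables, and for the CDK8 submodule and H3K27Ac 0.83 and 0.80. Sites are not independent, and no p-value is given. Of 3431 sites differential for both the CDK8 submodule and H3K27Ac in the authors' deposited tables, 3430 changed in the same direction. Of 2355 lost FOS sites that shared an H3K27Ac site, 980 (41.6%) were lost in both of the authors' deposited tables.

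The AP-1 motif was present in 48.6% of lost FOS sites, 41.2% of unchanged sites (Fisher's exact test across sites, p = 9.98e-13) and 28.8% of gained sites (Fisher's exact test, p = 2.58e-14). For JUN the shares were 43.1%, 35.3% and 22.6% (Fisher's exact test, p = 6.78e-15 and 4.75e-07). Matching on width and GC content left 48.6% against 43.3% for lost and unchanged FOS sites. Lost H3K27Ac sites held the motif in 43.0%, against 45.5% of unchanged sites, and that difference changed direction when the motif was sought within 100 bases of the midpoint (5.73% against 5.31%).

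Within one tissue sample, 65.3% ± 6.58 of CDK8 peaks overlapped a MED12 peak in myometrium and 58.1% ± 10.6 in leiomyoma (SD, n = 5 each; exact permutation p = 0.238). FOS peaks overlapped a JUN peak at 45.9% ± 10.3 and 36.0% ± 10.5 (SD, n = 5 each, exact permutation p = 0.159, adjusted 0.476 over 4 comparisons), and the share was higher in leiomyoma in 0 of 5 patients. FOS peaks lay on H3K27Ac peaks at 68.6% ± 12.6 and 62.8% ± 7.97, and JUN peaks at 72.4% ± 9.83 and 70.9% ± 7.89 (SD, n = 5 each; exact permutation p = 0.413 and 0.786).

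Single loci followed the rule fixed before the data were examined, so largest refers here to sites whose peak presence differed the same way. The H3K27Ac site with the largest gain in the authors' deposited table lies in an intron of PDE4D on chromosome 5 from 60376832 to 60415091 (GRCh38), with a log2 fold change of 11.59. It had a peak in 5 leiomyoma libraries and 0 myometrium libraries. Its myometrium value of -0.32 is the lowest in the authors' deposited table, so the size of that fold change is set by that lowest value. Among those sites, the largest H3K27Ac loss in the authors' deposited table overlapped the CPA6 promoter on chromosome 8 from 67742437 to 67746788, with -7.12, and its leiomyoma value of -0.48 is likewise the lowest there, shared by 21 sites. The largest loss of FOS binding in the authors' deposited table overlapped the CYP4B1 promoter on chromosome 1 from 46806712 to 46807062, with a log2 fold change of -5.07. Its leiomyoma value of -0.49 is the lowest in the authors' deposited table and is shared by 3 sites, so the size of that fold change is set by that lowest value. The largest FOS gain in the authors' deposited table was intergenic on chromosome 12 from 119326442 to 119326786, 7926 bases from CCDC60, with 4.36. For the CDK8 submodule the largest loss in the authors' deposited table was at CYP4B1 as well, with -4.41, and the largest gain was larger in size, with 5.68 in an intron of PDE4D on chromosome 5 from 60400773 to 60403394. Among those sites, the largest JUN loss in the authors' deposited table was intergenic on chromosome 7 from 29596746 to 29597153, 29453 bases from PRR15, with -4.13. The largest JUN gain in the authors' deposited table was in an intron of LINC02463 on chromosome 12 from 115872948 to 115873436, with 3.85. At COL6A3, on chromosome 2, an H3K27Ac site from 237304188 to 237418087 had a log2 fold change of 1.16 in the authors' deposited table. At EFEMP1 on chromosome 2, the promoter H3K27Ac site from 55920570 to 55924364 fell by 3.6 on the log2 scale in the authors' deposited table. At ADAM19, 9 of 14 H3K27Ac sites within 50 kb of the gene were higher and 0 lower in the authors' deposited table. Counted the same way, higher and lower sites were 4 and 0 of 9 at FN1 and 6 and 1 of 16 at COL12A1. They were 2 and 0 of 7 at ETS2, 3 and 0 of 4 at SNAI2 and 1 and 0 of 4 at CTHRC1. The FOSB promoter site of FOS had a log2 fold change of -1.25 in the authors' deposited table, which became -0.88 after centring and then no longer passed the limit. No promoter site of JUN, JUNB, JUND or FOS passed the limits in any of the authors' deposited tables.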

Values the study reported

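The study reported that 16,752 of 54,488 H3K27Ac sites differed between the tissues. Promoters were stated to hold 17% of H3K27Ac sites and 8% of the differential ones. For FOS, 2993 of 25,736 sites were reported as differential, 86% of them lost in leiomyoma. For JUN, 2919 sites were reported, 95% of them lost. At 5409 of 30,697 sites bound by the CDK8 submodule occupancy was reported to differ, with 2519 enriched and 2890 depleted.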

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

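The tests in this part were chosen after the values were seen. Over 56 groups of 5 libraries, 4 held a library far from the other libraries of its group, and chance gives about 2.8 at 1 in 20.

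FOS leiomyoma replicate 3 had 12204 peaks, against 16761 to 17690 in the other leiomyoma libraries. Depth was not used here, so library size and tissue could not be told from these values, and no biological explanation was tested.

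Median FOS peak width was 351 bases in myometrium replicate 2, where the others lay between 197 and 207, and 345 bases in leiomyoma replicate 2, where the others lay between 161 and 207. These are tissues of one patient. Median CDK8 peak width was 794 bases in myometrium replicate 2, against 633 to 678. Replicate 2 had the widest median in 8 of the 12 groups of one antibody and tissue, and replicates 1 and 3 in 3 and 1. It was widest for CDK8 in leiomyoma as well (831, against 501 to 774), for MED12 in myometrium (898, against 641 to 782) and leiomyoma (879, against 501 to 761), and in myometrium for RNAPII (914, against 655 to 781) and JUN (337, against 143 to 275). It was not widest for H3K27Ac in either tissue or for RNAPII and JUN in leiomyoma. For FOS, HOMER sets the peak width from the library, so a technical origin is open. CDK8 peaks were called with the histone setting and have variable widths, so that reason does not reach CDK8 or MED12. The patient, the batch and the preparation were not separated, and no explanation was tested for the width across antibodies. For JUN, width and peak number over the 10 libraries gave a Pearson's r of 0.53 (permutation p = 0.112) and a Spearman's rho of 0.55 (permutation p = 0.103), and r was 0.84 without the 2 libraries farthest from the median width. With both tissues of a patient permuted together the exact p of r was 0.0833. A shorter width estimate may accompany short JUN lists, but this test does not decide it.

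The lists hold 311 peaks on unplaced contigs or the mitochondrial genome, which were counted in peak numbers and widths and entered no other comparison. One contig had H3K27Ac peaks in 10 of 10 libraries. No input lists were used to set a background, and no biological explanation was tested.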

How the results depend on the processing

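Alternatives were fixed before the data were examined, except the rule that peaks cover at least 50% of a site, the alternatives for the relations of FOS and JUN with the CDK8 submodule, the similarity with same-patient pairs left out and the replicate block for relations over the 10 tissue samples, all chosen after seeing the data. The last changed no call on Pearson's r. Peak scores are constant, so the stricter score threshold was not run, and the refit per library could not be run.

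For peak presence, 3 of the alternatives cannot move a count by construction. Sites in at least 3 libraries and peaks within the site by at least 50% leave every site that can pass. The replicate block rule accepts exactly the presence patterns that Fisher's exact test accepts, so its H3K27Ac counts of 1571 and 2191 equal the unpaired ones and say nothing about stability. Of 100 splits of the libraries, the real one included, 1 gave as many sites for H3K27Ac, RNAPII, JUN, CDK8 and MED12 and 4 did for FOS, which excludes chance at 0.05 for these counts. At equal list sizes, a test added after seeing the data, 1 did for H3K27Ac, RNAPII, CDK8 and MED12, 4 for FOS and 8 for JUN, so chance was not excluded for JUN. FOS then had 307 sites (1.25%) against a median of 203 in the other splits, and JUN 216 (1.11%) against 167. The simulation called 1.08% and 1.01% of unchanged sites, but on the full lists of 40818 and 29937 sites. The lists at equal sizes hold 24540 and 19403 sites. Those rates therefore do not decide how much of the FOS and JUN difference in presence is left at equal sizes. Among the 16 splits that part all pairs, 1 (the real one) did for each antibody, with full lists and at equal sizes, which cannot go below 0.05. The other FOS and JUN splits that did as well part fewer pairs.

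With equal list sizes, sites higher in myometrium became 1390 for H3K27Ac, 152 for FOS, 152 for JUN, 604 for CDK8 and 983 for MED12, and MED12 sites higher in leiomyoma 601. Equal sizes remove any net change in peak number by construction. The random draw also thins sites that may truly differ, so these lower counts do not show that list length made the differences. With peaks covering at least 50% of a site, sites higher in leiomyoma became 14 for FOS, 4 for JUN, 354 for CDK8 and 554 for MED12, and JUN sites higher in myometrium 403. On the authors' 30692 CDK8 submodule sites, bound by CDK8 and MED12 together, MED12 sites higher in leiomyoma became 441. That set is a part of the MED12 sites, against 71403 in the main count, so the lower count does not test how MED12 sites are defined. Leaving out 1 library lets sites in fewer libraries pass, so all counts rose. Higher in leiomyoma and in myometrium, they ranged from 1735 to 2689 and 2488 to 4467 for H3K27Ac, 860 to 1563 and 697 to 1300 for RNAPII, 176 to 468 and 1307 to 3415 for FOS, 71 to 261 and 1137 to 1950 for JUN, 764 to 1638 and 1500 to 2665 for CDK8, and 1052 to 2243 and 1913 to 3125 for MED12. The direction with more sites changed for RNAPII without myometrium replicate 1, 3, 4 or 5 (860 against 1300 without replicate 3). It changed for H3K27Ac without leiomyoma replicate 4 or 5 (2650 against 2527 without replicate 4). For CDK8 and MED12 it changed without leiomyoma replicate 3 or 5, and for FOS and JUN it did not change. Only sites higher in the tissue that lost a library can pass with fewer libraries, and each change of direction went toward that tissue. These changes therefore do not decide whether the direction is stable.

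In the authors' deposited tables, higher and lower sites at an FDR under 0.01 were 133 and 966 for FOS and 51 and 1255 for JUN. With a log2 fold limit of 2 they were 3506 and 2334 for H3K27Ac, 130 and 818 for FOS, 57 and 672 for JUN and 556 and 417 for the CDK8 submodule. With no fold limit, lower H3K27Ac sites were 13194 and CDK8 submodule sites 4619 and 6679. Centring left 1662 lower JUN sites, with the authors' FDR kept.

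Leaving out 1 library, peak number differences ranged from -4088 to 1222 for H3K27Ac, -1710 to 1822 for RNAPII, -8836 to -2906 for FOS, -4840 to -2749 for JUN, -7277 to -672.2 for CDK8 and -5126 to 448.5 for MED12. Of these, FOS without myometrium replicate 1 alone passed. By covered length the CDK8 difference was 944670 bases. The difference in Jaccard index ranged from 0.0065 to 0.0279 for FOS (exact permutation p = 0.0238 without leiomyoma replicate 2), 0.00613 to 0.0377 for JUN, 0.0184 to 0.0512 for CDK8 and 0.0225 to 0.0572 for MED12. For JUN, CDK8 and MED12 it no longer passed without any 1 of the 5 myometrium libraries. Counting overlapping peaks gave 0.0322 for FOS. With the replicate block taken as same-patient pairs left out, the FOS difference was 0.0234 (exact permutation p = 0.0317), and the other 5 antibodies kept their side of 0.05. Among the 16 splits that part all pairs the real one was the highest for each antibody, which cannot go below 0.05. The planned replicate block compared the same patient with different patients, which is another quantity and no check of the tissue difference. It gave 0.0289 for H3K27Ac, 0.048 for FOS, 0.0203 for JUN and 0.024 for MED12. For peak number, promoter share and overlap the block leaves each difference as it was, and its exact sign-flip p cannot go below 0.0625, so it could change no call there and says nothing about stability. Promoter share differences ranged from -1.92 to -1.18 for H3K27Ac (passing without myometrium replicate 3, -1.92, or leiomyoma replicate 5, -1.89), -4.36 to -0.444 for FOS, -3.45 to -0.675 for CDK8, -2.08 to 2.02 for JUN and -7.47 to -4.12 for MED12. Overlap differences ranged from -10.8 to -4.40 for CDK8 with MED12, -13.6 to -6.81 for FOS with JUN, -10.2 (without myometrium replicate 4) to -1.91 (without myometrium replicate 3) for FOS with H3K27Ac and -4.33 to 1.54 for JUN with H3K27Ac, and none passed. The cause was not tested.

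Pearson's r at promoter-distal sites and at sites differential in the first table was 0.67 and 0.76 for FOS with H3K27Ac, 0.68 and 0.74 for JUN with H3K27Ac, 0.84 and 0.90 for the CDK8 submodule with H3K27Ac, 0.78 and 0.84 for FOS with JUN, 0.77 and 0.85 for FOS with the CDK8 submodule, and 0.79 and 0.81 for JUN with the CDK8 submodule. For lost H3K27Ac sites the motif difference from unchanged sites was 0.421 points near the midpoint, 0.673 with 1 mismatch and -0.682 when matched, and from gained sites 0.27 near the midpoint and -0.927 when matched. The cause was not tested. Depth per library was not used here and limits all comparisons of peak lists.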

Other observations

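The tests on sites lost and gained and on FOS similarity were set before their results were seen, and the tests on wide peaks, lowest values and peak numbers after. The comparison of sites with and without the motif was brought into the reading of a uniform shift after the ratio of centred sites had been seen.

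The promoter share of all and of differential H3K27Ac sites here was 33.7% and 22.2%. Both are higher than the values quoted from the study above. With the midpoint rule the shares were 17.0% and 8.43%, both close to the quoted values.

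More FOS and JUN sites were lost than gained. A lower yield or scaling in leiomyoma that lowers all sites may contribute. At sites whose H3K27Ac was unchanged the median log2 fold change in the authors' deposited table was -0.43 for FOS and -0.49 for JUN. These medians were close to those over all sites. The paper reports lower expression of the JUN and FOS gene families in leiomyoma and attributes the lower AP-1 binding to it. Lower AP-1 levels could lower these medians as well, so the medians do not separate the explanations. A shift alike at all sites as the whole cause is argued against by the motif. Sites with the motif had a median that differed by -0.26 for FOS (bootstrap interval -0.29 to -0.25) and -0.17 for JUN (-0.19 to -0.14) from that of sites without it. After centring and with no FDR limit, sites below -2 were 2.05 times as many as those above 2 for JUN. For FOS the ratio was 1.47, within the limit of 1.5 set beforehand, so for FOS that test taken alone did not exclude a uniform shift. A lower yield can itself act more on strong sites, so for FOS it cannot be told apart from loss of binding, and for JUN it stays open as well, since reads per library were used for neither. Of lost sites on an H3K27Ac site, 90.7% for FOS and 88.3% for JUN also had H3K27Ac below 0, against 51.6% and 49.8% of all such sites. The limit set beforehand was 90%, which JUN did not reach.

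FOS lists as the authors deposited them resembled each other more within a patient than within a tissue (mean Jaccard index 0.162 against 0.138). That order has no test of its own. It is shown only before the corrections for width and list size below, under which no value within tissues is given. Within tissues the index was 0.0138 above that between tissues, or 0.0234 with the pairs of one patient left out of the latter. The same-patient excess in the Jaccard index was 0.048 (exact permutation p = 0.00833). A shared peak width does not remove it, since 200-base windows left 0.0337 (exact permutation p = 0.0167). Equal list sizes left 0.0249 (exact permutation p = 0.0167). Both corrections lowered it, and they were not applied together. Joint preparation of one patient's tissues may remain as a cause. The authors handled patients in batches whose members are not given in the sources used here, so the batch, the preparation and the patient were not separated.

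The widest H3K27Ac peak of a library was 148 ± 25.7 kb in leiomyoma and 64.6 ± 21.0 kb in myometrium (SD, n = 5 each; exact permutation p = 0.00794, adjusted 0.0476). It is 1 of 6 width measures that were looked at, and the other 5 did not pass the unpaired exact test, with peaks over 30 kb at 103.2 and 50.6 per library (exact permutation p = 0.183). Peaks over 30 kb, peaks over 70 kb and the widest peak were higher in leiomyoma in 5 of 5 pairs (exact sign-flip p = 0.0625 for each, the smallest possible), and peaks over 50 kb and the 99th percentile in 4 of 5 (exact p = 0.125 for each). Broader peaks in general would raise the median width, which differed by -64.6 bases (exact permutation p = 0.492). That does not decide between explanations, and a maximum may depend on depth, which was not used here.

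The lowest myometrium value in the authors' deposited table was shared by 216 H3K27Ac sites, 12 of them over 10 kb wide. Reads subtracted or floored at a minimum may be the source, and which of these applied was not tested. Fold changes at these sites are set by that value.

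Peak numbers of CDK8 and MED12 varied together over the 10 tissue samples (Pearson's r 0.91, permutation p = 0.00024; Spearman's rho 0.83, permutation p = 0.00463; r 0.81 without 2 samples). CDK8 and H3K27Ac numbers gave an r of 0.68 (permutation p = 0.0313, adjusted 0.0469 over 6 relations; rho 0.70, permutation p = 0.03; r 0.66 without 2 samples). RNAPII and JUN numbers followed CDK8 as well (r 0.77 and 0.80, permutation p = 0.00862 and 0.00482; rho 0.77 and 0.71, permutation p = 0.0122 and 0.0262; r 0.72 and 0.66 without 2 samples). FOS numbers did not (r 0.18, permutation p = 0.617; rho 0.24, permutation p = 0.513; r -0.15 without 2 samples). These tests take the 10 samples as exchangeable, although they are 5 patients with 2 tissues each. With both tissues of a patient permuted together, in a form added last, the exact permutation p of r was 0.0167 for MED12, H3K27Ac and JUN, 0.025 for RNAPII and 0.367 for FOS (adjusted 0.0333, 0.0375 and 0.367, where 120 orders allow no p below 0.00833). That of rho was 0.05 for H3K27Ac and RNAPII, which does not pass. A difference between tissue samples may be shared by the other 5 antibodies, but with 10 samples the FOS value does not decide whether all share it. Depth, tissue quality and biology were not separated.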
